# Interaction of Age and Mechanical Stability on Bone Defect Healing: An Early Transcriptional Analysis of Fracture Hematoma in Rat

**DOI:** 10.1371/journal.pone.0106462

**Published:** 2014-09-04

**Authors:** Andrea Ode, Georg N. Duda, Sven Geissler, Stephan Pauly, Jan-Erik Ode, Carsten Perka, Patrick Strube

## Abstract

Among other stressors, age and mechanical constraints significantly influence regeneration cascades in bone healing. Here, our aim was to identify genes and, through their functional annotation, related biological processes that are influenced by an interaction between the effects of mechanical fixation stability and age. Therefore, at day three post-osteotomy, chip-based whole-genome gene expression analyses of fracture hematoma tissue were performed for four groups of Sprague-Dawley rats with a 1.5-mm osteotomy gap in the femora with varying age (12 vs. 52 weeks - biologically challenging) and external fixator stiffness (mechanically challenging). From 31099 analysed genes, 1103 genes were differentially expressed between the six possible combinations of the four groups and from those 144 genes were identified as statistically significantly influenced by the interaction between age and fixation stability. Functional annotation of these differentially expressed genes revealed an association with *extracellular space*, *cell migration* or *vasculature development*. The chip-based whole-genome gene expression data was validated by q-RT-PCR at days three and seven post-osteotomy for MMP-9 and MMP-13, members of the mechanosensitive matrix metalloproteinase family and key players in cell migration and angiogenesis. Furthermore, we observed an interaction of age and mechanical stimuli *in vitro* on cell migration of mesenchymal stromal cells. These cells are a subpopulation of the fracture hematoma and are known to be key players in bone regeneration. In summary, these data correspond to and might explain our previously described biomechanical healing outcome after six weeks in response to fixation stiffness variation. In conclusion, our data highlight the importance of analysing the influence of risk factors of fracture healing (e.g. advanced age, suboptimal fixator stability) in combination rather than alone.

## Introduction

Due to the ageing of the population the high incidents of delayed or mal-unions after fracture trauma develops to a growing concern. The classical boundary conditions that influence healing (mechanics, surgery, accompanying traumata) are overlapped by the age-related changes in regenerative capacity.

Fracture consolidation is significantly influenced by many biological and mechanical factors. An important biological risk factor is the age of the patient. Animal experiments in rats and clinical studies in humans show a delayed course of bone healing with increasing age[1]–[3]. Possible reasons for this could be a diminished number of mesenchymal progenitor cells, their reduced migration potential and higher susceptibility towards senescence, and reduced local or systemic blood flow in older individuals [4], [5]. Inadequate fracture stability - determined by fixation stability - is the principle mechanical factor that leads to a non-union [6], [7]. An optimal mechanical stimulus enables successful fracture healing, whereas too little or too much disables it. Especially the early phase of bone healing seems to be sensitive to mechanical loading conditions [8]. In clinical cases biological and mechanical boundary conditions both jointly interact with each other and influence regeneration. The negative influence of mechanical instability on the biological factor of vascularity, endochondral ossification and maturation is an important example for this [9], [10]. Vascularity is not only disturbed by the trauma itself and/or by surgical disruption but also by (initial) instability at the fracture site[6] [11]. A failure of angiogenesis is critical, since angiogenesis is not only responsible for the oxygen supply, but also a prerequisite for the resorption of necrotic tissue and recruitment of different cell types including mesenchymal progenitor cells, which is necessary for a mechanically stable repair of the bone defect [12]. However, it remains unclear whether one stressor to regeneration - mechanical stability or age - dominates or how they interact.

In recent animal studies we provided evidence that the healing outcome of bone regeneration depends not only on mechanical stability or age alone, but more importantly, on the overlap of both stressors [1], [9]. Our data revealed a statistically significant interaction between the effects of mechanical stability and age on radiological outcome at two and six weeks and on biomechanical callus competence at six weeks post-operative. For example, in young rats, the biomechanical parameters torsional stiffness and maximum torque at failure were improved when bone defects were rigidly fixated, whereas the opposite was true for old rats [1]. However, on a more microscopically level, results were not as explicit. Micro-computed tomography could not reveal an interaction between the effects of mechanical stability and age on callus size, geometry, microstructure, and mineralization. Similar results were observed for histological analysis of vascularity and bone remodelling. Rather, we found a complex mixture of differences in the investigated parameters between the groups. For example, fixator stability influences callus size and geometry, whereas age influences callus strut thickness and perforation within these struts [9].

Gene expression in the early fracture hematoma is also known to be influenced by either age or fixation stability. For example, Meyer *et al.* found significantly lower levels of mRNA levels for Indian hedgehog and bone morphogenetic protein 2 (*BMP2*) in the fracture callus of old rats compared to young ones [13]. Comparative analysis of stabilized and non-stabilized fractures in small animals revealed differences in molecular signals controlling chondrogenesis [14]. In large animals, mRNA expression levels of members of the BMP-, tumor necrosis factor (*TNF*)- and matrix metalloproteinase (*MMP*) families as well as genes involved in bone matrix generation were lower in the critical fixation compared to the rigid fixation group at several time points [10]. However, little is known about the interaction between the effects of mechanical stability and age on gene expression. This is especially important during the early phase of bone healing, which has been shown to be mechanically sensitive and therefore crucial for the healing outcome [8].

In the present study we performed a chip-based whole-genome gene expression analysis of fracture hematoma tissue from young and old rats that underwent rigid and semi-rigid bone defect fixation. Our aim was to identify genes and, through their functional annotation, related biological processes that are influenced by an interaction between the effects of mechanical stability and age. In conclusion, we identified a number of genes and their functional annotation revealed an association with cell migration and blood vessel formation, which is so far unknown.

## Materials and Methods

### Animals and groups

All animal experiments were carried out according to the policies established by the Animal Welfare Act, the NIH Guide for Care and Use of Laboratory Animals, and the National Animal Welfare Guidelines and were approved by the local legal representative (LAGeSo Berlin, G0190/05).

Operations and postoperative care were performed according to a previously published protocol and employed a standardized biomechanically validated external fixation device [15]. Preoperatively the animal husbandry was performed in large cages (ground area 1800 cm^2^, height 19 cm, ground covered with soft-wood granule animal bedding) with a maximum of 6 animals per cage. After operation we changed to single animal husbandry in a smaller cage (ground area 810 cm^2^, height 19 cm, soft-wood granule bedding). Housing facility was specific pathogen free with a 12/12 h light/dark rhythm and a room temperature of 24°C. Animals had free access to water and food (pressed diet pellets for rodents). Preoperatively, as well as before surgical intervention for harvesting the fracture hematoma rectal temperature was measured to detect possible infections (temperature >38 °C). Postoperatively the animals were visited daily and if necessary analgesia was given. The experimental model has been previously described [1] and is briefly summarized here. For gene-chip and q-RT-PCR (day 3) analysis thirty-six and for q-RT-PCR analysis (day 7) twenty female Sprague–Dawley (Sprague-Dawley SD (Aged for old groups) Outbred rats, Harlan Laboratories, Indianapolis, USA) rats were divided into four groups with nine (day 3) respectively five (day 7) animals each group. Groups were defined by variation of fixator stabilities (rigid vs. semi-rigid) and age (12 vs. 52 weeks): young rigid (YR), young semi-rigid (YSR), old rigid (OR), and old semi-rigid (OSR). Weights of the old animals ranged at 313.4±17.4 g whereas that of the young ones was 251.9±15.3 g (*p*<0.001 in t-test). Animals were not restricted in weight bearing. In cases of adverse events (infection, major bleeding, pin loosening, implant failure or complications related to anaesthesia) the animal was sacrificed as described and a new animal was included/operated to gain the planned group sizes. Regarding this, two animals of the YSR group died for unknown reasons during primary surgery in general anaesthesia, and two aged rats (one OR, one OSR) presented with pin loosening prior to harvesting at day 7.

### Surgical procedure

Using an anterolateral approach, the left femur was osteotomized at the midshaft, distracted to a gap of 1.5 mm and externally fixated employing a previously described fixation system [1]. The distance between fixator and bone (offset) was set to 7.5 mm in the rigid configuration (leading to a torsional 8.13 Nmm/° and axial 25.21 N/mm fixator stiffness) and 15 mm in the semi-rigid configuration (torsional 6.62 Nmm/°, axial 10.39 N/mm stiffness) (Figure 1). Before sacrifice and under general anaesthesia (see anaesthesia protocol published before [16]) the wound was reopened, inter-fragmentary fracture hematoma was harvested with a sterile forceps, directly transferred into a sterile container and frozen immediately in liquid nitrogen. For the gene-chip-analysis follow-up was three days, for q-RT-PCR analysis follow-up was three (RNA of the gene chip animals was used) and seven days. Animal sacrifice was performed in deep general anaesthesia by intracardial injection of 5 ml potassium chloride (7.45%, B.Braun Melsungen AG, Melsungen, Germany) [16].

**Figure 1:**
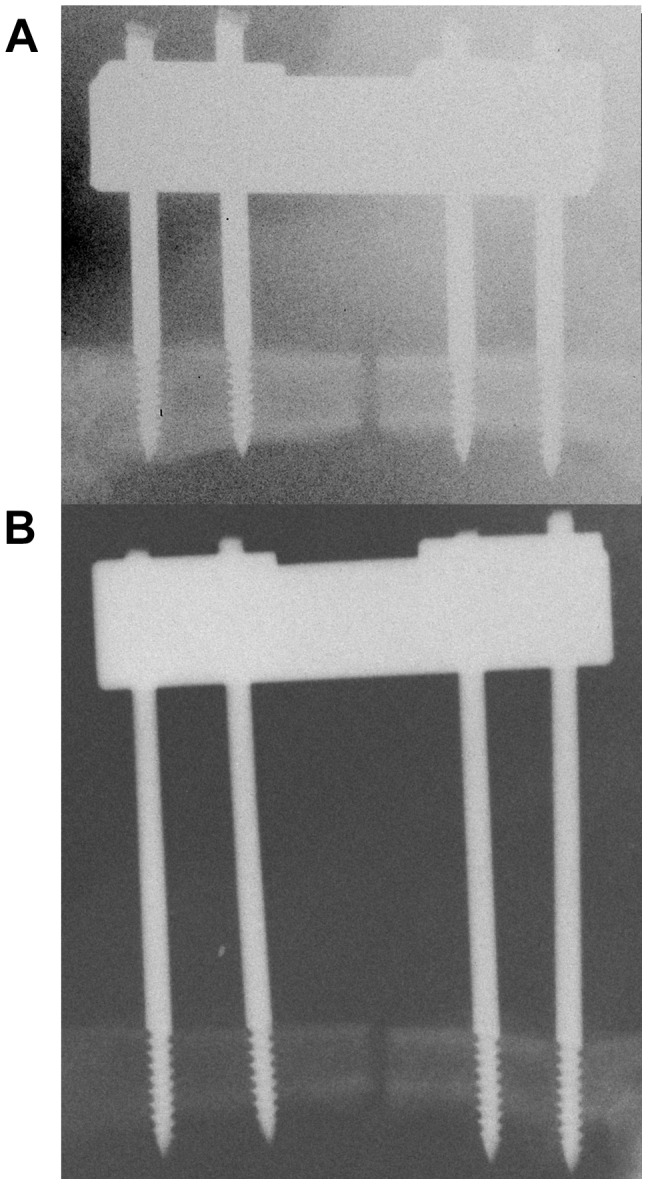
Radiographs of the two fixator configurations varying in the distance between bone and fixator crossbar (offset). (A) Rigid configuration with a 7.5 mm offset. (B) Semi-rigid configuration with a 15 mm offset. Osteotomy gap was set to 1.5 mm.

### RNA Isolation, cDNA Synthesis, and Quantitative Reverse Transcription-Polymerase Chain Reaction

At day three and seven post-OP, total RNA was isolated from fracture hematoma by using Trizol (following the instructions of the manufacturer) starting with an initial stepwise mechanical destruction of the tissue with syringe cannulas of three different diameters until liquid was homogeneous without visible tissue particles. Next, RNA was reversely transcribed to cDNA using iScript cDNA Synthesis kit (Bio-Rad, Munich, Germany) according to the manufacturer's instructions. RNA quality was evaluated by visualizing the 18S/28S rRNA on a 1.5% agarose gel. Quantification of *MMP-2*, *MMP-9*, *MMP-13*, and *TIMP-2* were assessed by quantitative reverse transcription-polymerase chain reaction (q-RT-PCR) using the iQ SYBR Green Supermix and the iQ 5 Multicolor Realtime PCR Detection System and software (Bio-Rad, Munich, Germany) using the delta-Ct-method. The transcript expression was normalized versus the housekeeping gene β-actin (*ACTB*), elongation factor 1-alpha 1 (*EEF1A*), and glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*). The primers used in the real-time PCR assay were commercially purchased (Invitrogen, Karlsruhe, Germany; Table 1). Amplification efficiency (E) was assessed to be between 1.9 and 2. At day 7, transcripts from five animals were analyzed. At day 3, analysis was performed with three pools of total RNA from three animals per pool. Each experiment was conducted in triplicates.

**Table 1:** Primer sequences.

Protein	Gene	Primer Sequence (forward/reverse)
matrix metalloproteinase 9	Mmp-9	5′ GTCTGGATAAGTTGGGGCTA 3′
		5′ GCCTTGTCTTGGTAGTGAAA 3′
matrix metalloproteinase 13	Mmp-13	5′ CAGTCTCTCTATGGTCCAGG 3′
		5′ TGGTCAAAAACAGTTCAGGC 3′
actin cytoplasmic 1 (β-actin)	Actb	5′ TGTCACCAACTGGGACGATA 3′
		5′ GGGGTGTTGAAGGTCTCAAA 3′
glyceraldehyde-3-phosphate	Gapdh	5′ ATGGGAAGCTGGTCATCAAC 3′
dehydrogenase		5′ GTGGTTCACACCCATCACAA 3′
elongation factor 1-alpha 1	Eef1a	5′ CCCTGTGGAAGTTTGAGACC 3′
		5′ CTGCCCGTTCTTGGAGATAC 3′

### Affymetrix gene chip hybridization

The amplification and labeling of the RNA samples, isolated at day three post-OP, were carried out according to the manufacturer's instructions (Affymetrix, Santa Clara, CA). Briefly, total RNA was quantified by UV-spectroscopy and its quality was checked by analysis on a LabChip (BioAnalyzer, AGILENT Technologies, Santa Clara, CA). Between one to three micrograms from each sample were synthesized into double-stranded cDNA using SuperScript transcriptase II (Life Technologies, Inc., Carlsbad, CA) and with an oligo(dT)24 primer containing a T7 RNA polymerase promoter (TIBMOL Biol, Berlin, Germany). After RNAse H – mediated (Roche, Germany) second strand cDNA synthesis, the product was purified and served as template in the subsequent in vitro transcription (IVT) reaction. Labeled complementary RNA (cRNA) was prepared from double-stranded cDNA by in vitro transcription using the GeneChip RNA transcript labeling kit (Affymetrix, Santa Clara, CA). After cleanup (Qiagen, Hilden, Germany), the biotin-labeled cRNA was fragmented by alkaline treatment [40 mmol/L Trisacetate (pH 8.2), 100 mmol//L potassium acetate, and 50 mmol//L magnesium acetate] at 94°C for 35 minutes. 15 µg of each cRNA sample was hybridized for 16 hours at 45°C to an Affymetrix Rat GeneChip Array 230 2.0. Chips were washed and stained with streptavidin-phycoerythrin using a fluidics station according to the protocols recommended by the manufacturer. Finally, probe arrays were scanned at 1.56-μm resolution using the Affymetrix GeneChip System confocal scanner 3000. Raw data were submitted to Affymetrix Expression Console software (v.1.3) to generate probe set summarization (CHP) files from feature intensity (CEL) files using PLIER algorithm. Analysis of differentially expressed genes was performed with Affymetrix Transcriptome Analysis Console (TAC) Software and PASW Statistics 18 (SPSS Inc., Chicago, USA). To conduct functional categorizing, all differentially expressed genes were submitted to the Database for Annotation, Visualization and Integrated Discovery (DAVID) V6.7 (http://david.abcc.ncifcrf.gov/) [17]. P-values were determined using EASE, followed by a Benjamini-Hochberg correction for multiple comparisons. Summary and visualization of Gene Ontology (GO) terms was performed with REVIGO (http://revigo.irb.hr/) [18]. For each condition group (YSR, YR, OSR, OR) three Affymetrix gene chip hybridizations were performed with separate pools of total RNA. Each pool comprised of total RNA from three animals. Thus, the analysis is based on total RNA from nine animals per condition group.

### MSC isolation, culture and mechanical stimulation

MSCs were isolated from bone marrow of 12 months old Sprague–Dawley rats selected by plastic adherence (Dobson et al., 1999). Dulbecco's modified Eagle's medium (DMEM) (Gibco, NY, USA) supplemented with 10% fetal calf serum (FCS) (Biochrom AG, Berlin, Germany) and 10 U/ml penicillin plus 100 µg/ml streptomycin was used as expansion medium for MSCs. Only cells from passages 2–4 were used for experiments. The bioreactor system used has been described previously [15]. Briefly, MSCs were trypsinized, and 2×106 cells in 350 µl of bioreactor medium (culture medium containing 2.4% Trasylol [Bayer, Leverkusen, Germany]) were mixed with 300 µl of fibrinogen/bioreactor medium (1∶2) mixture and 50 µl of thrombin S/bioreactor medium (1∶2) mixture (Tissucol; Baxter, Munich, Germany). This MSC/fibrinogen/thrombin mixture was placed between two spongiosa bone chips and allowed to solidify for 30 minutes at 37°C. The sandwich construct was placed into the bioreactor, and 25 ml of bioreactor medium was added. A strain of approximately 20% at a frequency of 1 Hz was applied in accordance with in vivo measurements of interfragmentary movement [19]. Mechanical loading was carried out for 72 hours. Afterwards, cells within the fibrin construct were isolated by 225 U trypsin/1 ml PBS.

### Transwell Migration Assay

Random migration (i.e. equal concentrations of bioactive molecules in both compartments) was measured by a modified Boyden chamber assay (Falk et al., 1980) using polycarbonate filters (8 µm pore size; Nunc, Wiesbaden, Germany) coated with or without Collagen I (100 µg/ml; Pure Col, Inamed Biomaterials, Fremont, U.S.), which is the most abundant extracellular protein of bones (Rossert and de Crombrugghe, 2002). MSCs (4×10∧4) were seeded onto the filters and incubated for 5 h at 37°C. Equal cell seeding was validated by an MTS test. Non-migrated cells were removed from the upper side of the filter by scraping, and remaining migrated cells were stained with 10µg/ml Hoechst-33342 (Invitrogen, Karlsruhe, Germany). The average numbers of migrated cells from five microscopic fields (1 mm×0.8 mm) per filter (0.47 cm^2^) were analysed using the NIH ImageJ software package (http://rsb.info.nih.gov/nih-image/). MSCs were isolated form three (old MSCs) and five (young MSCs) different animals followed by separate migration assays, which were performed in duplicates, i.e. two wells per group, the mean value being used for statistical analysis.

### Statistical analyses

The statistical analysis of q-RT-PCR data was performed using statistics software PASW Statistics 18 (SPSS Inc., Chicago, USA). If not stated otherwise, the influence of age and mechanical stability and their interaction on gene expression and migration were tested with a 2-tailed, 2-way Analysis of Variance (ANOVA) and posthoc Bonferroni correction. The parameters time (gene expression) and coating (migration) were set as covariates. The assumption of normality was tested using the Shapiro-Wilk normality test. For graphical presentation, results are presented in boxplots. The dark line in the middle of the boxes is the median. The box represents the interquartile range (IQR = Q3-Q1). The whiskers indicate 1.5xIQR. Outliers are circles between 1.5xIQR and 3xIQR of the quartiles. Extreme values are stars more than 3xIQR away from quartiles. For statistical analysis of chip-based whole-genome gene expression data see section 2.4 Affymetrix gene chip hybridization. The level of significance for all statistical tests was defined *p*<0.05.

## Results

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [20] and are accessible through GEO Series accession number GSE53256 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE53256).

In total, 31099 genes were analysed with Affymetrix Transcriptome Analysis Console (TAC). 

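Hematoma tissue of the osteotomy gap (1.5 mm) was collected on day 3 from 4 groups of rats. The groups were young with a semi-rigid fixator (YSR), young with a rigid fixator (YR), old with a semi-rigid fixator (OSR) and old with a rigid fixator (OR). Young rats were 12 weeks and old rats 52 weeks of age, and the offset between bone and fixator was 7.5 mm for rigid and 15 mm for semi-rigid fixation. RNA of 9 animals per group was combined into 3 pools of 3 animals, and each pool was hybridized to its own array, so that 12 arrays were compared. Their number limits the precision of every value. The values analysed here were the linear signal intensities deposited by the authors for 31099 probe sets, which ranged from 0.1 to 99658.6. Every array had a trimmed mean of 500.2, with a share of 0.02 left out at each end, and array medians lay between 126.9 and 167.5. The processing notes of these signals name GCOS 1.2, whereas the paper states that its probe set summaries were generated with PLIER. Those summaries were not used here. Signals under 1 were set to 1 and all were taken to log2. After 57 control probe sets were left out, 31042 probe sets were tested with limma, which shares information on the variance between probe sets, and p-values were adjusted over all of them by the method of Benjamini and Hochberg.
The ratio of 3' to 5' signal of the Gapdh control probe sets, which rises when RNA is degraded, was 6.69 (log2) in YSR array 1 and 2.95 in OR array 1 and lay between 0.33 and 1.59 in the other 10 arrays. The corresponding ratios for beta-actin were 6.88 and 3.34, against 1.06 to 2.06 in the others. Among these others the YR arrays were highest, with 1.02 to 1.59 for Gapdh and 1.77 to 2.06 for beta-actin. The rest had 0.33 to 0.49 and 1.06 to 1.52. Comparisons with YR were therefore not separated from this difference in the ratios. By rank correlation over the probe sets with a mean at or above the median, 9 of 12 arrays were closest to an array of another group, such as YSR array 3 to OSR array 3 (Spearman 0.970) and OSR array 1 to OR array 2 (0.966). The group labels were used as given, and an error in them would bear on every difference between groups. Of the genes in the paper's Tables S1 to S5, 84.0% (YSR against YR) to 93.4% (YSR against OR) per pair had the same sign here. This argues against labels exchanged between the paper's lists and the deposited signals. An error shared by both was not tested. No 2 arrays held identical values.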

TAC computes and summarizes a traditional unpaired One-Way (single factor) Analysis of Variance (ANOVA) for each pair of condition groups and for all six condition groups. In our study, 1103 genes were differentially expressed between the six possible combinations (Linear Fold Change < −2 or > 2; ANOVA p-value (condition pair) < 0.05). 

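Cyp26b1, which encodes an enzyme that breaks down retinoic acid, was higher in old than in young rats. At the brighter of its 2 probe sets the log2 signal was 7.97 ± 0.21 in YSR, 8.16 ± 0.33 in YR, 9.71 ± 0.18 in OSR and 9.64 ± 0.21 in OR (SD, n = 3 arrays each). Averaged over fixation, the old groups exceeded the young groups by 1.61 (standard error 0.14, adjusted p = 0.00219 from limma), and 18 of 19 alternatives kept the call. The difference between YSR and OSR alone was -1.73 (adjusted p = 0.0449 from limma) and passed in 3 of the 19. The dimmer probe set differed between old and young groups by 1.20 and did not pass (adjusted p = 0.356). Stab1, a scavenger receptor of macrophages and sinusoidal endothelium, was higher in YR (12.79 ± 0.03) than in OR (11.49 ± 0.07), with 12.52 ± 0.08 in YSR and 12.33 ± 0.28 in OSR (SD, n = 3 each). The difference between YR and OR was 1.29 (standard error 0.13, adjusted p = 0.00921 from limma) and passed in 12 of 19 alternatives, and the mean difference between old and young groups was -0.74 (adjusted p = 0.0447) and passed in 5. Angptl4, a secreted inhibitor of lipoprotein lipase, was higher in OSR (12.32 ± 0.07) than in YR (11.16 ± 0.16), a difference of 1.16 (adjusted p = 0.023 from limma) that passed in 9 of 19 alternatives and was named after its value had been seen.
These 3 probe sets made up every call of limma at an adjusted p under 0.05, with 1 in YSR against OSR, 1 in YR against OR and 1 in OSR against YR. The other pairs gave 0 calls with limma, with 1358 probe sets at an unadjusted p under 0.05 in YSR against YR, 1634 in OSR against OR and 3070 in YSR against OR. The counts depended on the arrays included, with 27 calls in YSR against YR and 32 in OSR against YR without the 2 arrays of highest Gapdh ratio, a setting added after the data had been seen, and 13 in YSR against OR and 80 for age without OSR array 3. The methods' t-test, adjusted in the same way, gave 0 in each of the 6 pairs. This setting changed the group averages as well as the test. The linear fold of Mmp13 in YSR against YR, for example, was 1.17 with it and -1.23 otherwise. With an unadjusted p under 0.05 and a linear fold above 2, 3391 probe sets passed in at least 1 pair, and 2387 of them (70.4%) had a highest group mean under the median of all probe sets (7.16 on the log2 scale). When 5 data sets of the same size were simulated without any difference between groups, 3109 to 3199 probe sets passed these thresholds. Other splits of the real arrays into groups of the same sizes had a median of 3045 and reached 4370. The narrow simulated range therefore understates the spread of such counts.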

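Cxcl3, which encodes a chemokine that attracts neutrophils, had at 1 of its 5 probe sets a lower signal in YSR (8.54 ± 0.32) than in YR (9.75 ± 0.47) and a lower one in OSR (8.08 ± 0.20) than in OR (9.14 ± 0.33), without passing the adjusted test (log2, SD, n = 3 each). Averaged over age, rigid exceeded semi-rigid fixation by 1.13 (standard error 0.18, adjusted p = 0.638 from limma), and at the probe set of Table 2 by 0.72 (adjusted p = 0.845). G0s2, which inhibits the breakdown of stored fat, leaned the same way by 1.01 and Cebpa, a transcription factor of myeloid and fat cells, the opposite way by -0.73 (adjusted p = 0.638 each). Inhba, which encodes a subunit of activin A, differed at its brighter probe set by -2.42 between YSR and OSR and did not pass (adjusted p = 0.639). Between YR and OR, Cxcl13, which attracts B cells, differed by -2.83 (adjusted p = 0.163) and Plin1, which coats lipid droplets, by -3.30 (adjusted p = 0.202).
At an unadjusted p under 0.05 and a linear fold above 2, 509 probe sets were higher and 280 lower in YSR than in YR. OSR against OR gave 303 higher and 438 lower, YSR against OSR 337 and 381, YR against OR 397 and 840, YSR against OR 443 and 794, and OSR against YR 600 and 273. Without any difference between groups, the simulated data gave medians of 837 to 862 probe sets per pair.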

To illustrate the differences between the six possible combinations the numbers of up- and down-regulated genes for each pair of condition groups are displayed in Figure 2 and listed in Table S1–S6 in File S1. Since TAC cannot examine the combined effect of age and fixation stability on gene expression, a two-way ANOVA was conducted with PASW Statistics 18. However, complete analysis of 31099 genes would be computationally intensive. Therefore, 521 genes were pre-selected for analysis under the following conditions: (1) ANOVA p-value (All conditions) < 0.05 and (2) Linear Fold Change < −2 or > 2 in at least one of the six condition pairs. 

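Slc9b2, a sodium/proton exchanger of osteoclasts, and Acp5, the tartrate-resistant acid phosphatase of the same cells, had their highest means in OR. The log2 signal of Slc9b2, at the brighter of its 2 probe sets, was 6.49 ± 1.21 in YSR, 5.73 ± 0.62 in YR, 7.80 ± 0.97 in OSR and 9.56 ± 0.30 in OR (SD, n = 3 each). For Acp5 the values were 10.76 ± 0.25, 10.25 ± 0.09, 11.07 ± 0.18 and 11.75 ± 0.59 in the same order. Neither passed the adjusted test between YR and OR (differences of -3.83 and -1.50, adjusted p = 0.146 each from limma).
When both conditions of the pre-selection were applied to the log2 signals, with the moderated F-test of limma over the 4 groups, 1175 probe sets were selected. Of these, 636 had a highest group mean under the median of all probe sets. The simulated data without group differences gave 942 to 1029, and other splits of the real arrays had a median of 855 and reached 1637.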

Statistical analysis of these 521 genes revealed a statistically significant interaction between age and fixation stability on gene expression of 144 genes (2-way ANOVA p<0.05). 

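Fgfrl1, a receptor that binds fibroblast growth factors, had a higher signal in YSR (8.27 ± 0.34) than in YR (6.55 ± 0.06) and the reverse order in OSR (7.25 ± 0.95) and OR (8.59 ± 0.57), without passing the adjusted test (log2, SD, n = 3 each). Its interaction, the difference between semi-rigid and rigid fixation in young rats minus that in old rats, was 3.06 (standard error 0.60, adjusted p = 0.99 from limma). The scavenger receptor gene Stab1 had an interaction of -1.10 (standard error 0.19, adjusted p = 0.978), which was the smallest adjusted p of any probe set. Ccl20, a chemokine for dendritic cells and T cells, had 1.91 (standard error 0.54), Slit2, a guidance cue of migrating cells, 2.80 (standard error 0.84) and Tpm1, an actin-binding protein, -2.57 (standard error 0.78) at the probe sets of Table 2, each with an adjusted p of 0.99. The signal of this Slit2 probe set in OSR varied widely (5.28 ± 1.20, against 7.70 ± 0.06 in OR).
Over all probe sets, limma gave 0 interactions at an adjusted p under 0.05, with 1181 at an unadjusted p under 0.05, and the methods' test gave 0 after the same adjustment. Among the 1175 pre-selected probe sets, 381 had an unadjusted interaction p under 0.05, 257 positive and 124 negative. Of the 381, 268 had a highest group mean under the median of all probe sets. In the simulated data without any interaction, 425 to 463 of the probe sets selected in the same way passed. Other splits of the real arrays spread more widely, with a median of 350 and a highest count of 967.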

A complete list of these genes, the pre-selection criteria, Linear Fold Change in all six condition pairs and the results of 2-way ANOVA analysis can be found in Table S7 in File S2.

**Figure 2:**
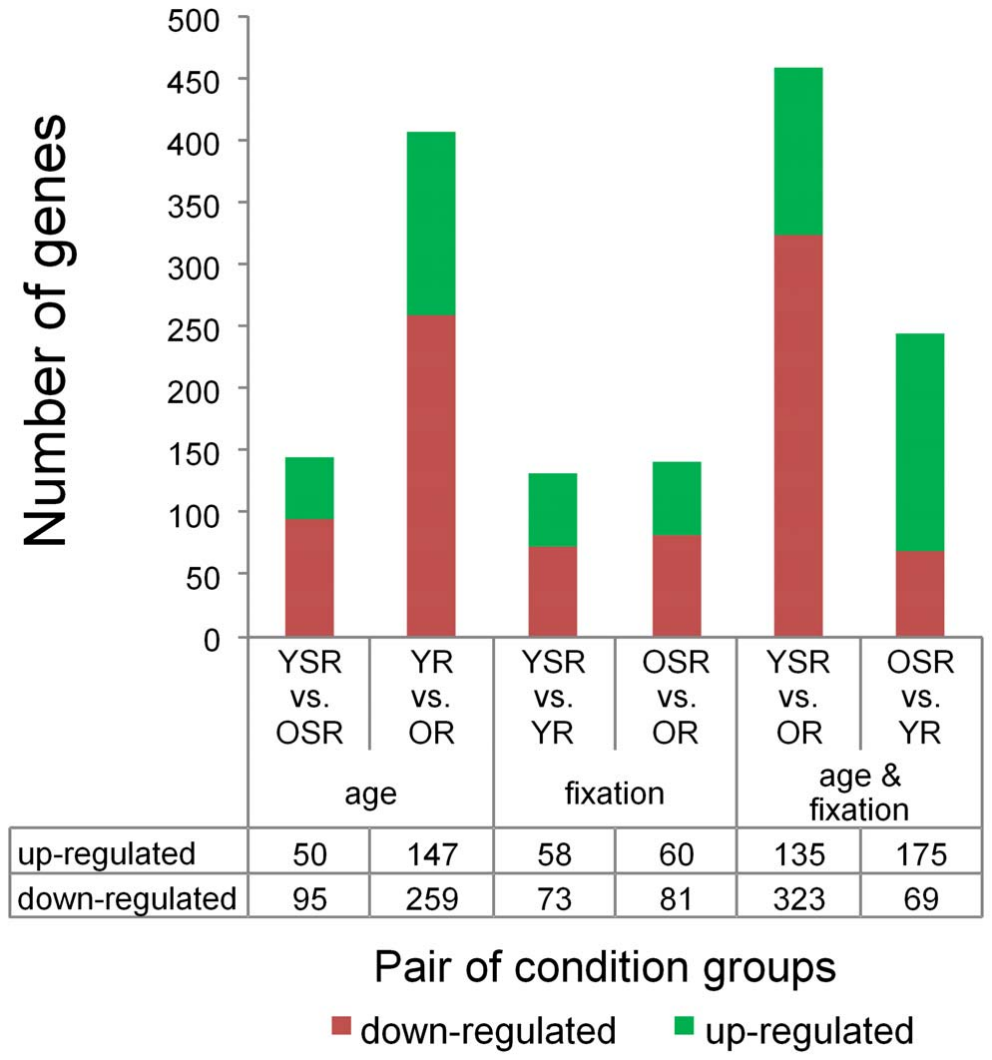
Number of differentially expressed genes for each pair of condition groups. With Affymetrix Transcriptome Analysis Console (TAC) a traditional unpaired One-Way Analysis of Variance (ANOVA) for each pair of condition groups was performed (Linear Fold Change <−2 or > 2; ANOVA p-value (condition pair) <0.05).

To identify biological processes related to these differently expressed genes, functional categorizing was conducted using DAVID v6.7. Functional annotation of these differentially expressed genes resulted in a list of Gene Ontology terms related to biological processes (Table S8 in File S3). Single GO terms were then joined into five clusters of related terms using REVIGO; the two dominant clusters, based on p-values, being *Regulation of cell migration* and *Response to oxygen levels* (Figure 3 and Table S9–S11 in File S4). 

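The 13 probe sets of Table 2 (regulation of cell migration) leaned towards lower values in YR than in OR, with 8 lower and 5 higher, and so did the 11 of Table 3 (response to oxygen levels), with 9 lower and 2 higher. The tables share 5 probe sets, so the 2 results overlap. The study chose both lists on these same arrays, so their tests are not independent evidence. The median log2 difference was -0.71 for Table 2 (adjusted p = 0.0202 from camera in limma, which compares a list with all other genes) and -0.93 for Table 3 (adjusted p = 5.34e-05). With an estimated correlation between the genes the adjusted p = 0.423 and 0.17, with neither list called. Under the rotation test fry, which asks only whether a list's genes move one way, the adjusted p was 0.0782 and 0.017, and neither form of fry compares the list with other genes. For the interaction the medians were 0.70 (adjusted p = 0.076 from camera) and 0.65 (adjusted p = 0.067), and neither list passed. With the mixed form of fry, in which members may move both ways, the adjusted p was 0.0181 and 0.344. Over all probe sets 0 members passed the interaction test in limma, with 6 of Table 2 and 3 of Table 3 at an unadjusted p under 0.05. When adjusted over the list alone, 4 positive and 1 negative members of Table 2 and 0 of Table 3 did.
A separate list of 27 genes of the response to hypoxia, holding 1 gene of the paper's tables, was higher in YR than in OR (median 0.32, 19 of 27 higher, adjusted p = 0.00081 from camera). It was drawn up before the deposited data were examined, but after the paper's supplementary values from the same arrays had been seen. For this list the adjusted p = 0.495 with an estimated correlation. Its mean was lowest in OR array 2, OR array 1 and OSR array 1 (3.90, 3.95 and 4.00 relative to all probe sets), which also had the lowest means of the macrophage list (3.74, 3.95 and 4.19), so that a difference in cell content was not separated from a response to hypoxia. Pfkfb3, an activator of glycolysis, leaned towards YR by 0.94 (adjusted p = 0.237 from limma) and Pdk1, which diverts pyruvate from mitochondria, by 0.58 (adjusted p = 0.342). Angptl4, also a member, leaned the opposite way, towards OR, by -0.78 (adjusted p = 0.146). When adjusted over the list alone, 3 members were higher and 2 lower in YR than in OR.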

The respective genes that were functionally categorized to these clusters by the functional annotation tool DAVID v6.7 are listed in Table 2 and 3.

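Grem1, which encodes an antagonist of bone morphogenetic proteins, and Epas1, the hypoxia-inducible factor 2 alpha, had their highest group means in OR, without passing the adjusted test. For Grem1 the log2 signal was 5.26 ± 0.81 in YSR, 5.59 ± 0.87 in YR, 7.21 ± 0.83 in OSR and 8.54 ± 0.15 in OR (SD, n = 3 each), and its interaction was 1.00 (standard error 0.78, adjusted p = 0.99 from limma). Epas1 had 10.02 ± 0.27, 10.14 ± 0.18, 10.53 ± 0.65 and 11.73 ± 0.49 in the same order and an interaction of 1.08 (standard error 0.42, adjusted p = 0.99). The probe set that Table 2 names podoplanin (Pdpn), a membrane protein of lymphatic and migrating cells, was lowest in OR (6.56 ± 0.62), with 7.51 ± 0.17 in YSR, 7.37 ± 0.06 in YR and 7.63 ± 0.16 in OSR. Its interaction of -0.93 (standard error 0.44) did not pass (adjusted p = 0.99). For Col18a1, the precursor of endostatin, the interaction was 0.84 and for Pdgfrb, a receptor of pericytes, 0.63 (adjusted p = 0.99 each).
Some probe sets of both tables had signals too weak to read a direction. Lepr, the leptin receptor, had group means from 0.87 to 2.44 on the log2 scale and Akr1c1 from 1.67 to 2.56. The gene name of the Pdpn probe set, like that of the Tgfb2 probe set of Table 2, is the paper's own and was not taken from the platform annotation. The probe set that Table 2 names serum response factor was assigned to another gene, Kcnc4, in the platform annotation.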

**Figure 3:**
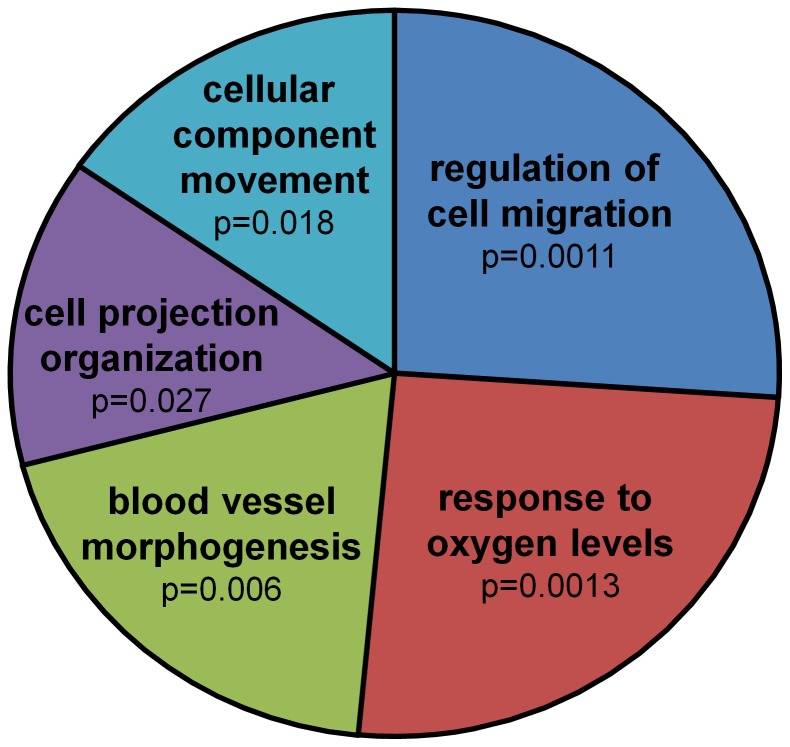
Functional annotation of 144 genes that are affected by a statistically significant interaction between age and fixation stability. Pie Chart view of REVIGO results: The single GO terms (Table S8 in File S3) are joined into clusters of related terms, visualized as sectors with different colours. Size of the sectors is adjusted (log10p-value) to reflect the p-values.

**Table 2:** Gene list of cluster *Regulation of cell migration.*

Affymetrix ID	Gene Name	Linear Fold Change						p-value
		(YSR vs. YR)	(OSR vs. OR)	(YSR vs. OSR)	(YR vs. OR)	(YSR vs. OR)	(OSR vs. YR)	(2-way ANOVA)
1393403_AT	angiopoietin-like 3	−2.9	2.2	−1.5	4.1	1.4	−1.9	1.87E-02
1369814_AT	chemokine (C-C motif) ligand 20	1.2	−2.6	4.3	1.4	1.7	−3.5	2.35E-02
1370634_X_AT	chemokine (C-X-C motif) ligand 3	−3.0	−1.7	1.2	2.1	−1.4	−3.6	3.50E-02
1388459_AT	collagen, type XVIII, alpha 1	1.1	−1.8	−1.1	−2.2	−2.0	1.2	2.04E-02
1369113_AT	gremlin 1, cysteine knot superfamily, homolog (Xenopus laevis)	−1.2	−2.9	−3.2	−8.1	−9.3	2.8	4.81E-02
1369166_AT	matrix metallopeptidase 9	1.0	−5.0	−2.0	−10.4	−10.1	2.1	3.97E-03
1398275_AT	matrix metallopeptidase 9	2.0	−4.8	−1.8	−17.7	−8.7	3.7	4.67E-03
1370642_S_AT	platelet derived growth factor receptor, beta polypeptide	−1.0	−1.8	−1.1	−2.0	−2.1	1.1	2.35E-02
1393456_AT	podoplanin	−1.2	2.0	1.2	2.8	2.3	−1.4	3.90E-02
1391369_AT	serum response factor (c-fos serum response element-binding transcription factor)	−1.0	2.0	1.1	2.1	2.1	−1.1	1.22E-04
1382685_AT	slit homolog 2 (Drosophila)	1.2	−1.9	−1.1	−2.6	−2.2	1.4	4.26E-02
1392382_AT	transforming growth factor, beta 2	−1.4	1.5	−2.7	−1.2	−1.8	1.9	4.80E-02
1371240_AT	tropomyosin 1, alpha	−1.3	6.9	−1.2	7.4	5.7	−1.1	3.90E-02

Bold: Linear Fold Change <−2 or > 2.

**Table 3:** Gene list of cluster *Response to oxygen levels*.

Affymetrix ID	Gene Name	Linear Fold Change						p-value
		(YSR vs. YR)	(OSR vs. OR)	(YSR vs. OSR)	(YR vs. OR)	(YSR vs. OR)	(OSR vs. YR)	
1393902_AT	aldo-keto reductase family 1, member C1 (dihydrodiol dehydrogenase 1; 20-alpha (3-alpha)-hydroxysteroid dehydrogenase)	1.9	−3.2	1.9	−3.2	−1.7	1.0	8.82E-03
1398333_AT	endothelial PAS domain protein 1	−1.1	−3.0	−1.1	−3.0	−3.3	1.0	4.07E-02
1370604_AT	leptin receptor	1.0	−3.8	1.0	−3.8	−3.8	1.0	1.24E-02
1388204_AT	matrix metallopeptidase 13	−1.1	−4.2	−1.5	−6.0	−6.4	1.4	4.47E-02
1369166_AT	matrix metallopeptidase 9	1.0	−5.0	−2.0	−10.4	−10.1	2.1	3.97E-03
1398275_AT	matrix metallopeptidase 9	2.0	−4.8	−1.8	−17.7	−8.7	3.7	4.67E-03
1387410_AT	nuclear receptor subfamily 4, group A, member 2	1.6	−1.8	1.4	−2.1	−1.3	1.2	1.30E-03
1370642_S_AT	platelet derived growth factor receptor, beta polypeptide	−1.0	−1.8	−1.1	−2.0	−2.1	1.1	2.35E-02
1393456_AT	podoplanin	−1.2	2.0	1.2	2.8	2.3	−1.4	3.90E-02
1368170_AT	solute carrier family 6 (neurotransmitter transporter, GABA), member 1	1.0	2.8	−2.8	1.0	1.0	2.8	3.70E-05
1392382_AT	transforming growth factor, beta 2	−1.4	1.5	−2.7	−1.2	−1.8	1.9	4.80E-02

Bold: Linear Fold Change < −2 or > 2.

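Mmp9 and Mmp13, both enzymes that degrade extracellular matrix, had their highest mean signals in old rats with rigid fixation. For the dimmer of the 2 Mmp9 probe sets, the geometric mean signal was 267.8 in YSR, 225.5 in YR, 535.8 in OSR and 2021 in OR. The log2 values were 8.07 ± 0.43, 7.82 ± 0.82, 9.07 ± 1.21 and 10.98 ± 0.01 in the same order (SD, n = 3 each). For the brighter Mmp9 probe set, the geometric means were 666.6, 473.6, 1455 and 5306. Mmp13 had 701.0 in YSR, 859.4 in YR, 2153 in OSR and 5836 in OR, with log2 values of 9.45 ± 1.35, 9.75 ± 1.03, 11.07 ± 0.88 and 12.51 ± 0.57. In old rats every OR array exceeded every OSR array for both Mmp9 probe sets, a log2 difference of -1.92 for the dimmer and -1.87 for the brighter (exact permutation p = 0.1 each, the smallest that 3 against 3 arrays can give). The adjusted p from limma was 0.872 for both, and the OSR arrays of the dimmer one were spread between 270.8 and 1369.7. For Mmp13 the difference between OSR and OR was -1.44 (exact permutation p = 0.2).
In young rats the difference between semi-rigid and rigid fixation was 0.25 and 0.49 for Mmp9 (exact permutation p = 0.7 and 0.5) and -0.29 for Mmp13 (exact permutation p = 0.7). For the brighter Mmp9 probe set it ranged from 0.107 to 1.12 over the alternatives. The sign in young rats turned for the dimmer Mmp9 probe set without YR replicate 3, and for Mmp13 without YSR replicate 2, without YR replicate 2 and with the methods' test. Between YR and OR the differences were -3.16 (standard error 0.51) and -3.49 (standard error 0.52) for Mmp9 and -2.76 (standard error 0.66) for Mmp13, with adjusted p = 0.146, 0.146 and 0.248 from limma. Leaving out OSR replicate 1 brought the adjusted p of the dimmer Mmp9 probe set to 0.0249, and leaving out YR replicate 2 that of the brighter to 0.0406. The interaction was 2.16 (standard error 0.73) for the dimmer and 2.36 (standard error 0.74) for the brighter Mmp9 probe set and 1.14 (standard error 0.93) for Mmp13, and none passed (adjusted p = 0.99 each from limma). Over the alternatives the interaction of Mmp13 ranged from 0.62 to 1.91.

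**Figure D1:**
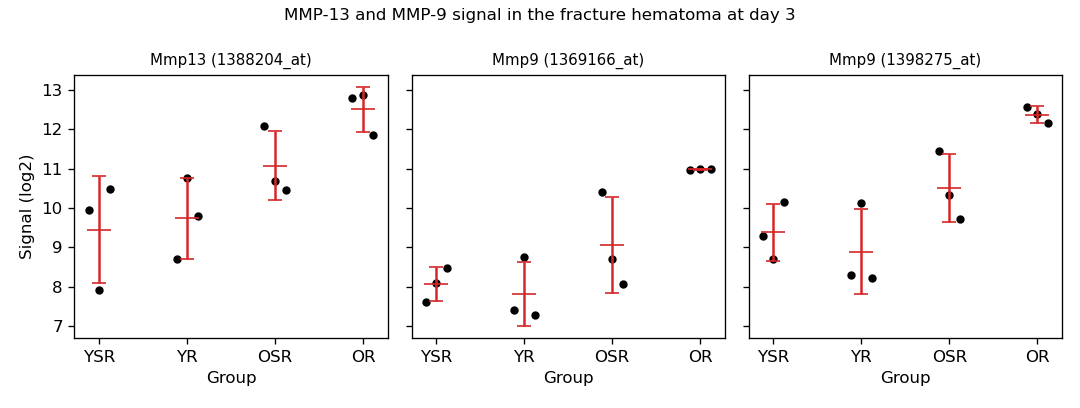
Log2 signal of Mmp13 and of both Mmp9 probe sets in the 4 groups, on 1 shared axis. Black points are the 3 arrays of a group and red bars their mean ± SD, with OR highest for each probe set.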

Interestingly, among the genes listed in Table 2 and 3 with a noticeable Linear Fold Change in gene expression are members of the family of matrix metalloproteinases (MMPs): MMP-9 and MMP-13. To validate the results of Affymetrix chip-based whole-genome gene expression analyses, the expression level of MMP-9 and -13 were analysed via qRT-PCR at day 3 and also day 7. There was also a statistically significant interaction between the effects of fixation and age on gene expression of MMP-9 (p = 0.009) and MMP-13 (p = 0.016). MMP-9 and -13 expression is also influenced by time (MMP-9, p = 0.001; MMP-13, p = 0.007). Thus results are presented separately for day 3 and day 7 (Figure 4). Post-hoc inter-group comparison revealed that MMP-9 expression is significantly higher in YSR than in OSR (p = 0.019) at day 7; for MMP-13 a trend was observed between YSR and OSR (p = 0.057).

**Figure 4:**
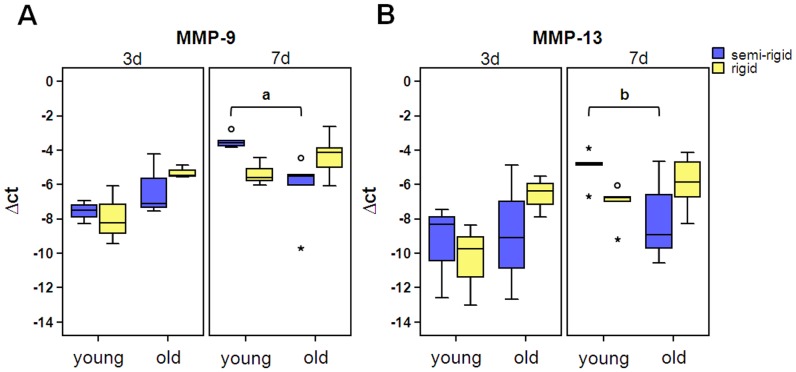
Gene expression of MMP-9 and -13 were significantly affected by the interaction of fixation and age. The expression of mRNA of YR, YSR, OR and OSR was evaluated by quantitative qRT-PCR, normalized for the housekeeping genes (HKG) *Actb*, *Gapdh*, and *Eef1a* and quantified using the delta-Ct-method: Δct  =  ct (geo mean HKG) - ct (gene of interest). (day 3, n = 3 RNA pools á 3 animals; day 7, n = 5; a, *p* = 0.019; b, *p* = 0.057; °, outlier; *, extreme value)

Functional annotation clustering of the 144 genes that were influenced by a significant interaction between age and fixation stability revealed the cluster *Regulation of cell migration* having the most significant p-value. 

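Chemokine and adhesion genes went in both directions between young and old rats, and neither list passed camera, which asks for a shift in 1 direction. The mixed form of fry, which lets members move both ways, had an adjusted p of 0.000428 for chemokines and 0.00994 for adhesion between YR and OR. In this pair 15 of 28 lists passed that form, so passing did not single out these lists. The adjusted p from the same form was 0.0843 and 0.573 between YSR and OSR, and 9.34e-05 and 0.00259 for age averaged over fixation. When adjusted over the list alone, 3 chemokine genes were higher and 3 lower in YR than in OR, and 3 adhesion genes were higher and 4 lower, while 0 passed over all probe sets. Ccl2 and Ccl7, which attract monocytes, leaned towards YR against OR by 0.69 and 1.07 (adjusted p = 0.329 and 0.303 from limma). Cxcl12, which guides stem cells and lymphocytes, leaned towards OR by -1.38 (adjusted p = 0.207). Of the adhesion genes, Itga11, a collagen-binding integrin of mesenchymal cells, leaned towards OR by -1.19 (adjusted p = 0.304), and Sdc4, a proteoglycan of focal adhesions, towards YR by 0.47 (adjusted p = 0.368).
The 32 genes of chemokines and their receptors had a median interaction of 0.12 (adjusted p = 0.788 from camera) and the 32 genes of adhesion and the migration machinery one of -0.03 with a mean of 0.03 (adjusted p = 0.539). Between YR and OR the chemokine list had a median of 0.03 and a mean of -0.02 (adjusted p = 0.777) and the adhesion list a median of 0.00227 and a mean of -0.11 (adjusted p = 0.907). Each list held 2 genes of the paper's tables. Over all probe sets 0 members of either list passed the interaction test in limma, with 4 members of each at an unadjusted p under 0.05 and 0 when adjusted over the list alone. The paper follows the cluster with the most significant p-value into cell culture, which was not analysed here.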

To validate whether this biological process is influenced by a significant interaction between age and mechanical stability, we investigated this parameter in a simplified *in vitro* model. In order to do so, we mimicked the early phase fracture gap conditions by embedding mesenchymal stromal cells (MSCs) in fibrin, the major extracellular matrix of the hematoma, and by stimulating these cells with cyclic-compressive loading. MSCs were chosen as cell source, because they are known to be mechanosensitive and key players in bone regeneration, and they are present in the fracture hematoma by day three post-fracture [21]–[23], the same day we harvested the hematoma tissue for gene expression analyses. The MSCs were isolated from young (10–12 weeks; data published in [24]) and old (12 months) rats (yMSCs and oMSCs, respectively) in accordance with the *in vivo* experiments. To apply two different mechanical loading regimes to MSCs, similar to the ones *in vivo* (semi-rigid and rigid fixation allowing more or less interfragmentary movement, respectively), the cells underwent cyclic compression in a bioreactor (loaded) and were compared to nonloaded controls. Although the loading regimes *in vivo* (more or less movement) and *in vitro* (cyclic or no compression) did not perfectly match, the migratory behaviour of MSCs was found to be influenced by the interaction between age and mechanical stimulation (p = 0.007). Coating of the migration filter with collagen I had no influence on the results compared to no coating (p = 0.942). Thus results are displayed together (Figure 5). Inter-group comparison revealed that migration of nonloaded yMSCs is significantly higher compared to loaded yMSCs (p<0.001), nonloaded oMSCs (p = 0.005) and loaded oMSCs (p = 0.003). No statistical significance was observed between the latter three groups. A summary of the work flow in this study is given in Figure 6.

**Figure 5:**
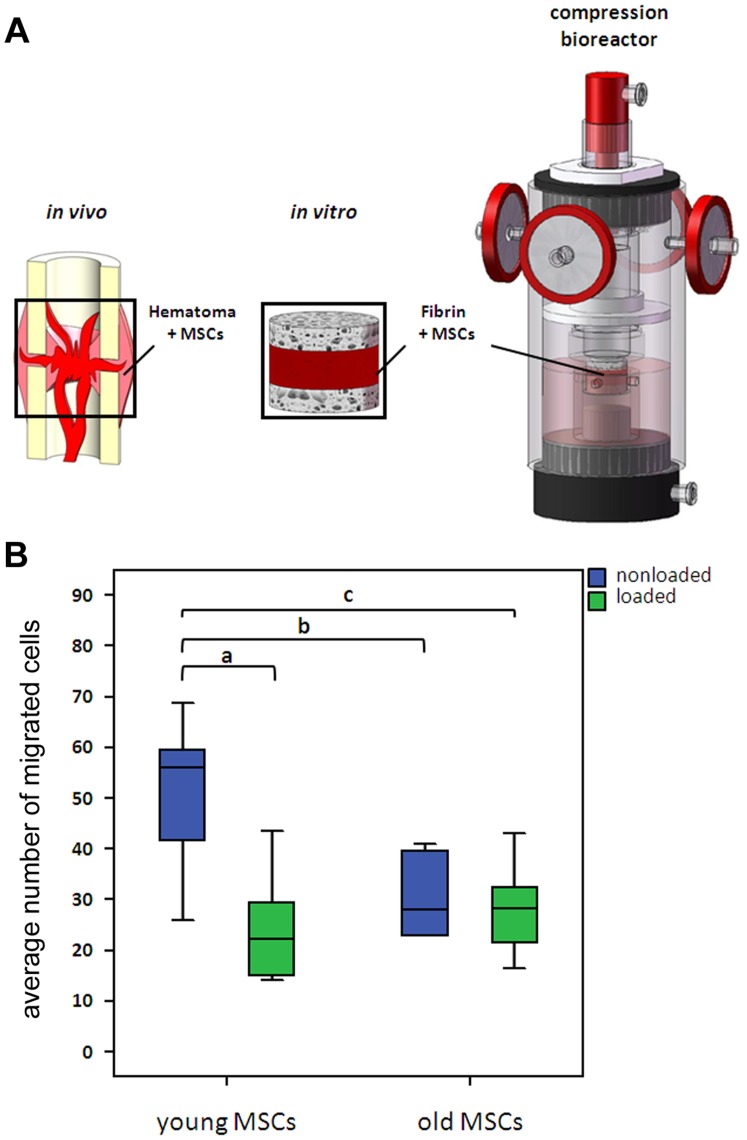
Migration of mechanically stimulated young and old MSCs. (A) Experimental set-up to investigate the effect of mechanical loading of MSC/fibrin constructs. MSCs were embedded in fibrin, placed between two cancellous bone chips and mechanically stimulated. (B) MSC migration was investigated in a modified Boyden-Chamber assay. The average number of migrated cells from five microscopic fields per filter was analysed using NIH ImageJ software. (young MSCs, n = 10; old MSCs, n = 6, a, p<0.001; b, p = 0.005; c, p = 0.003).

**Figure 6:**
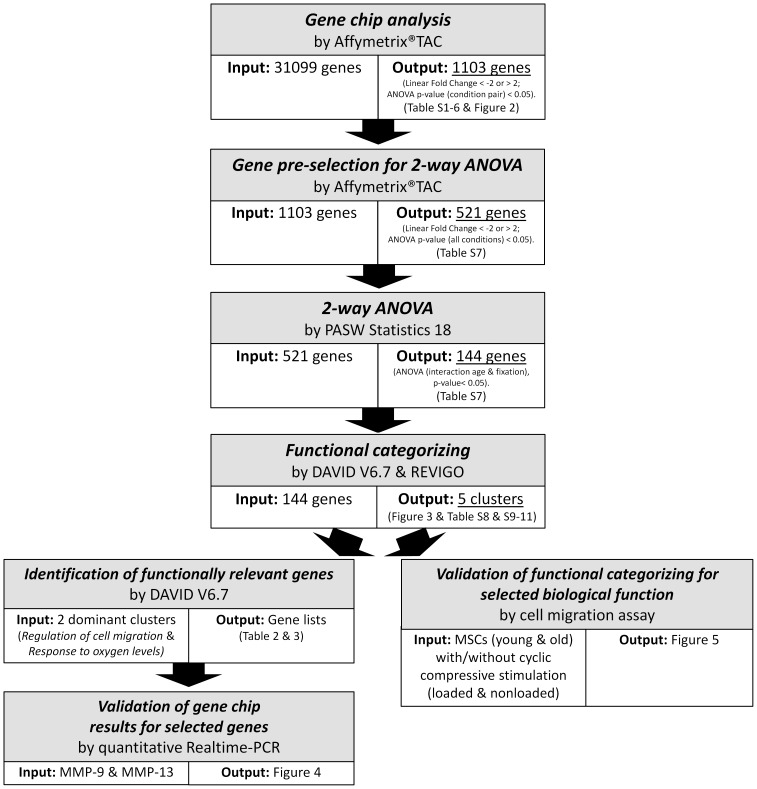
Summary and overview of the work flow in this study.

## Discussion

This study is a follow-up of two previous ones [1], [9]. Our aim in this study was to compare gene expression in fracture hematoma tissue of young and old rats that underwent either rigid or semi-rigid fixation. By using Affymetrix chip-based whole-genome gene expression analyses our aim was to identify genes and related biological processes that are influenced by an interaction between the effects of mechanical stability and age. By this we wanted to gain insights into the early hematoma's biological processes that led to the previously reported biomechanical long-term outcomes in bone defect healing, which were influenced by age and varying fixator configurations, i.e. fixation stiffness. In total, we had four experimental groups: young semi-rigid (YSR), young rigid (YR), old semi-rigid (OSR) and old rigid (OR).

The majority of fractures heal by secondary, or indirect, fracture healing involving callus formation [22]. This process is both spatially and temporally regulated [25]. By using a model of experimental fracture healing in the rat the healing cascade has been elucidated [21]. Compared to human fractures, the rat fracture healing cascade proceeds at about twice the speed [23]: Initially, bone fracture is accompanied by disruption of bone marrow, bone matrix, blood vessels, and surrounding soft tissue. Within the first 24 hours, bleeding of these tissues and releasing of bone marrow into the fracture gap give rise to the initial hematoma [26]. Degranulating platelets and inflammatory cells release cytokines and growth factors that induce migration of MSCs from bone marrow and acute inflammatory cells and further aggregation of platelets. From day two to six, in the area between the cortices, soft callus begins to form via endochondral ossification, where MSCs begin to proliferate by day three [21]–[23].

In our study fracture hematoma tissue was harvested at three days post-osteotomy. From 31099 analysed genes, 1103 genes were differentially expressed between the six possible combinations and from those 1103 genes 521 genes were selected to be analysed with a two-way ANOVA. In total, 144 genes were identified as statistically significantly influenced by the interaction between age and fixation stability. Functional annotation of these genes revealed an involvement in cell migration. Thus far, there is no data published that report on the interaction of age and mechanical stimulation on cell migration *in vivo*.

We have two possible explanations for the observations in our study: either (1) the cell type composition in the fracture hematoma of young and old animals varies so that different cells respond differently to mechanical stimulation or (2) the cell type composition is similar, but the ability of these cells to sense and adapt to mechanical stimulation has changed during aging. 

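Between old and young rats with rigid fixation, genes of osteoclasts, smooth muscle, adipocytes, neutrophils and platelets leaned towards the old and genes of macrophages and skeletal muscle towards the young. All 7 lists passed camera with its fixed correlation of 0.01 and none passed with an estimated correlation. Of 16 osteoclast genes, 12 were lower in YR than in OR (median log2 difference -0.41, adjusted p = 0.000139 from camera), and 7 of these passed when adjusted over the list alone while 0 did over all probe sets. For osteoclasts the adjusted p = 0.0634 with an estimated correlation and 0.00197 with fry, and Mmp9, a member of this list, is also in the paper's tables. The estimated correlation of the osteoclast list was -0.02, under the fixed 0.01. Its lost call therefore does not show that its genes move together, and the reason was not tested. Genes of smooth muscle and pericytes had a median of -0.84 (17 of 19 lower, adjusted p = 2.5e-07), with adjusted p = 0.203 with an estimated correlation. Their most separated member, Actg2, a smooth muscle actin, differed by -2.20 (adjusted p = 0.203 from limma). For adipocytes the median was -0.25 (18 of 24 lower, adjusted p = 9.91e-05) and the adjusted p = 0.17 with an estimated correlation, with Cidec, which enlarges lipid droplets, at -4.20 (adjusted p = 0.237 from limma). Neutrophil genes had a median of -1.61 and platelet genes one of -1.02 (adjusted p = 0.000874 and 0.00164), and adjusted p = 0.5 for both with an estimated correlation. YR array 2 stood apart from its group, with a neutrophil list mean of 3.45 against 1.04 and 1.21 in the other YR arrays and a platelet list mean of 3.35 against 1.65 and 1.75.
Of 22 genes of monocytes and macrophages, 18 were higher in YR (median 0.47, adjusted p = 2.56e-06), and 1 of them, Stab1, passed over all probe sets, against 4 when adjusted over the list alone. For macrophages the adjusted p = 0.273 with an estimated correlation. Mrc1, the mannose receptor of tissue macrophages, differed by 0.96 (adjusted p = 0.207 from limma). Of 30 genes of skeletal muscle, which can enter a hematoma from the torn muscle around it, 29 were higher in YR (median 2.16, adjusted p = 2.97e-07), with adjusted p = 0.495 with an estimated correlation. The mean of the muscle list relative to all probe sets was -0.62 (log2) in OSR array 1 and -0.90 in OR array 2 and lay between 1.51 and 4.31 in the other 10 arrays.
Further lists lower in YR than in OR were endothelium (median -0.64, adjusted p = 4.35e-05), fibroblasts (-0.47, adjusted p = 4.35e-05), erythroid cells (-0.99, adjusted p = 0.00895) and mast cells (-1.15, adjusted p = 0.0094). For these 4 lists the adjusted p = 0.445, 0.495, 0.515 and 0.427 with an estimated correlation. T and NK cells (-0.20, adjusted p = 0.322), B cells (-0.13, adjusted p = 0.634), osteoblasts (-0.27, adjusted p = 0.416), cartilage (-0.23, adjusted p = 0.942) and Schwann cells (-0.08 with a mean of 0.03, adjusted p = 0.919) did not pass.
For the interaction, the osteoclast list had a median of 0.39, the macrophage list one of -0.21 and the skeletal muscle list one of -1.50 (adjusted p = 0.0291, 0.00262 and 0.000668 from camera). With an estimated correlation these had adjusted p = 0.535, 0.869 and 0.869, so no interaction of a cell type stood under both forms of camera. The mixed form of fry had an adjusted p of 0.0156 for osteoclasts.

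**Figure D2:**
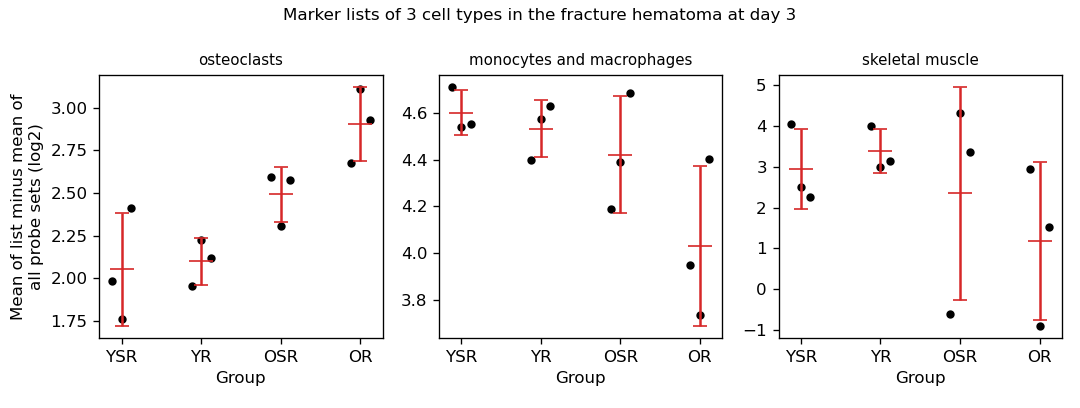
Mean log2 signal of 3 marker lists minus the mean of all probe sets in the 4 groups, with a separate vertical scale for each list. Black points are the 3 arrays of a group and red bars their mean ± SD, with the lowest muscle values in 1 OSR and 1 OR array.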

We recently reported that migration of young MSCs, key players in bone regeneration and present in the fracture hematoma, is reduced *in vitro* if the cells underwent mechanical stimulation compared to non-stimulated controls [24]. Therefore, we now compared migration of young and old MSCs in response to cyclic-compressive loading. Interestingly, a statistically significant interaction between the effects of mechanical stimulation and age on MSC migration could also be observed in this setting. These results point towards a reduced ability of MSCs to sense and/or adapt to mechanical stimulus with advanced age. Based on several studies, it was proposed that fracture hematoma and bone tissue of old individuals is less responsive to mechanical stimulation than that of young ones. For example, an obvious growth of the loaded tibia was reported in young but not in old animals [27]. And a higher mechanical loading threshold was needed for initiation of bone growth during remodelling in old compared to young rats [28]. We recently reported that mechanical loading *in vitro* stimulates the paracrine pro-angiogenic capacity of MSCs and human fracture hematoma [29], [30]. Interestingly, in the latter study, the angiogenic regulator *vascular endothelial growth factor* (VEGF) was up-regulated in hematoma of young but not old patients in response to mechanical loading.

The chip-based whole-genome gene expression analysis revealed that members of the family of matrix metalloproteinases (MMPs), MMP-9 and -13, were strongly influenced by an interaction of the effects of age and mechanical stability. Therefore, these results were further validated by q-RT-PCR with similar outcome. 

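As a family, the matrix metalloproteinases and their relatives were lower in YR than in OR, with 21 of 25 genes leaning that way (median -0.47, adjusted p = 0.000304 from camera). For this list the adjusted p = 0.273 with an estimated correlation and 0.0737 with fry. Besides Mmp9 and Mmp13, Timp3, a matrix-bound inhibitor of these enzymes, differed by -1.42 (adjusted p = 0.303 from limma), while Plau, the urokinase that activates plasmin, leaned towards YR by 0.56 (adjusted p = 0.375). No member passed over all probe sets in limma, with 7 at an unadjusted p under 0.05, and 3 lower and 1 higher passed when adjusted over the list alone. Averaged over fixation, the family was higher in old rats (median 0.22, adjusted p = 0.000576 from camera), with adjusted p = 0.26 with an estimated correlation.
The interaction of the family had a median of 0.22, with 17 of 25 genes positive, and did not pass (adjusted p = 0.0891 from camera, and adjusted p = 0.869 with an estimated correlation). Mmp3, a stromelysin of fibroblasts, had an interaction of 1.45 (standard error 0.71) and Mmp23 one of 0.82 (standard error 0.35), each with an adjusted p of 0.99 from limma. The list held 2 genes of the paper's tables, Mmp9 and Mmp13, and shared 2 with other lists. Genes of osteoclasts, neutrophils, fibroblasts and smooth muscle leaned towards OR as well (adjusted p = 0.000139, 0.000874, 4.35e-05 and 2.5e-07 from camera, none called with an estimated correlation), so that a change in cell content was not separated from a change within cells.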

MMPs degrade most components of the extracellular matrix (ECM), such as aggrecan, collagens, elastin, or vitronectin, as well as many non-ECM molecules. Thereby, MMPs allow cell migration, participate in cleavage or release of biologically active molecules and regulate cellular behaviour such as cell attachment, growth, differentiation, and apoptosis [31], [32]. During successful enchondral ossification, MMP-9 and -13 play an important role in the fracture callus [33]. They coordinate not only cartilage matrix degradation, but also the recruitment and differentiation of endothelial cells, osteoclasts, chondroclasts and osteoprogenitors. Lack of MMP-9 in mice results in non-unions and delayed unions of their fractures caused by persistent cartilage at the injury site [34]. MMP-13-null mice showed profound defects in growth plate cartilage [35]. Several studies provided evidence for the regulation of MMP mRNA by mechanical loading *in vitro*. For example, mRNA level of MMP-9 increased as early as 3-6 h after the application of cyclic tensile load on cultured chondrocytes isolated from young rabbits [36]. MMP-13 mRNA up-regulation has been described after stretching of murine osteoblasts [37]. This is the first study that describes the simultaneous influence of age and mechanical stimuli on their expression. However, it is known that MMP function is spatially and temporally regulated at transcriptional, post-transcriptional, and post-translational levels via MMP controlled activation, inhibition and cell surface localization. Therefore, it is now crucial to validate these results also on protein level.

In summary, our results indicate that cellular migration is differently affected by fixator stability in young and old rats three days post-osteotomy possibly leading to the previously reported biomechanical long-term outcomes in bone defect healing. In conclusion, our data highlight the importance of analysing the influence of risk factors of fracture healing (e.g. advanced age, suboptimal fixator stability) in combination rather than alone.

## Supporting Information

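The genes listed for each pair of groups in Tables S1 to S5 mostly kept their direction in the deposited signals. The study chose these lists on the same arrays, so the shared direction is not independent evidence of a difference between groups. Of the 131 genes of the paper listed for YSR against YR, 110 (84.0%) had the same sign here and 28 also passed an unadjusted p under 0.05 and a linear fold above 2. For YSR against OSR, 130 of 145 had the same sign and 51 passed. For YSR against OR, 427 of the 457 found here had the same sign and 251 passed, and for OSR against YR 221 of 242 and 88. For OSR against OR the figures were 126 of 141 and 39. The study's log2 fold changes and those computed here had a correlation of 0.814 over all 1116 listed entries, and one of 0.971 over the 197 entries whose signal was over 6 (log2) in both groups by the paper's averages. The lists carry the study's own false discovery rates, the smallest of which was 0.304 in YSR against YR, and 0 entries of these 5 lists were under 0.05.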

File S1 **Table S1–S6.** Up- and down-regulated genes for each pair of condition groups identified by Affymetrix Transcriptome Analysis Console (TAC)
(XLSX) Click here for additional data file.

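Of the 521 genes pre-selected by the study, 520 were among the probe sets tested here, and the remaining one is an array control. Of the 520, 237 also met both conditions of the pre-selection in the deposited signals. All 144 genes of the study's interaction list were found, and 126 had an interaction of the same sign here. Of the 144, 45 had an unadjusted interaction p under 0.05 in limma, 1 had an adjusted p under 0.05 when adjusted over the list alone, and 0 when adjusted over all probe sets. The list was chosen by the study on the same arrays, so agreement in sign is not independent evidence.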

File S2 **Table S7.** Genes that are influenced by the interaction between age and fixation stability identified by 2-way ANOVA.
(XLSX) Click here for additional data file.

File S3 **Table S8.** Functional annotation of differentially expressed genes using DAVID v6.7.
(XLSX) Click here for additional data file.

File S4 **Table S9–S11.** Single GO terms were joined into five clusters of related terms using REVIGO.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

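RNA from the fracture hematoma of 4 groups of rats (YSR, YR, OSR and OR, 3 arrays each, 1 pool of 3 animals per array, day 3) was measured on 1-colour Affymetrix rat arrays. The authors deposited signal intensity values on a linear scale for 31099 probe sets, and each array had been scaled to the same trimmed mean. The processing notes name GCOS 1.2. The scan files and the PLIER summaries of the paper's methods were not used here, nor were the quantitative PCR, the day 7 samples and the cell migration experiments.

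Signals under 1 were raised to 1 and taken to log2. The 57 control probe sets were left out and 0 probe sets were constant, so that 31042 were tested. Gene symbols came from the platform annotation, in which 20832 probe sets had 1 symbol, 436 had several and 9831 had none, and 20764 of the single symbols were matched to the rat gene list through a gene identifier. Groups were compared with limma 3.58.1 (lmFit and eBayes with an intensity trend) in R 4.3.3 with data.table 1.17.8, over all 6 pairs of groups, the effect of age averaged over fixation (old minus young), the effect of fixation averaged over age (rigid minus semi-rigid) and the interaction. The interaction was the difference YSR minus YR, minus the difference OSR minus OR. In each pair the group named later was subtracted. Calls were made at an adjusted p under 0.05 (Benjamini-Hochberg over all probe sets). Counts at the paper's thresholds used an unadjusted p under 0.05 and a linear fold above 2 between group geometric means. For the 3 probe sets of Mmp9 and Mmp13 an exact permutation test was run for each pair, whose smallest possible p is 0.1. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 drew the plots.

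Gene lists were tested with camera in limma (fixed correlation of 0.01) on the brightest probe set of each of 14217 genes in 7 comparisons, adjusted over 28 lists in each comparison. The lists of the paper's Tables 2 and 3 instead held every probe set of those tables (13 and 11), including both of Mmp9. The 28 lists were MMPs, TIMPs and related proteases, chemokines and receptors, adhesion and migration machinery, hypoxia response, endothelium and angiogenesis, smooth muscle and pericytes, fibroblasts and collagen matrix, osteoblasts and bone matrix, cartilage, osteoclasts, monocytes and macrophages, neutrophils, T and NK cells, B cells and plasma cells, erythroid cells, platelets and megakaryocytes, adipocytes, skeletal muscle, inflammatory cytokines and mediators, interferon response, cell proliferation, BMP, TGF-beta and Wnt signalling, senescence-associated genes, immediate early and mechanoresponsive genes, mast cells, Schwann cells and nerve, and the genes of the paper's Table 2 and of its Table 3. Functional annotation with DAVID and REVIGO was not repeated.

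The groups, comparisons, lists, alternatives and the rule for naming genes were set before the data were examined, when the paper's own supplementary values had been seen. The rule covered the 4 pairs that differ in 1 factor, age, fixation and the interaction. It named for each, among probe sets with 1 symbol and a highest group mean at or above the median, the 12 with the largest change in each direction among calls, filled up by smallest unadjusted p. It also named up to 4 members of each list, every probe set of Tables 2 and 3, both Mmp9 probe sets and Mmp13, and the housekeeping genes Actb, Gapdh and Eef1a1, of which Actb and Gapdh had no probe set of 1 symbol outside the controls. The control probe sets of both gave the 3' to 5' ratios. Alternatives were quantile normalization, a pseudocount of 16 in place of the floor, leaving out dim probe sets (mean under the median of 7.16), no intensity trend, only the arrays of the pair compared, the methods' test, the replicate number as a block, and leaving out each of the 12 arrays. Lists were also tested with an estimated correlation, with fry and with all probe sets of a gene. Leaving out the 2 arrays of highest Gapdh 3' to 5' ratio was added after the data had been seen.

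The replicate numbers did not pair the arrays, since the deviations from the group mean of same-numbered arrays of different groups, over probe sets with a mean at or above the median, had a median correlation of 0.019 over 18 pairs (from -0.412 to 0.405), against 0.020 over the 36 other pairs. For a test on simulated data, 50 probe sets of the YR and OR arrays were given a difference of each of 4 sizes. At an adjusted p under 0.05 limma recovered 22, 43, 48 and 50 of 50 at a log2 size of 1, 2, 3 and 4, with mean estimated sizes of 0.97, 2.04, 2.98 and 4.02 and 7 false calls. Recovery was not broken down by signal, and a case with few changed probe sets was not tested. These shares are therefore not the power for dim probe sets or for few changes. Another 5 data sets were simulated without any effect and gave 0 adjusted calls in every comparison.

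Tables S1 to S5 and S7 of the paper were read for comparison. Table S6 was left out of these comparisons, because the copy read holds fewer genes than Figure 2 counts. Of the probe sets of Tables 2 and 3, 2 are not reported here by name and were left out of the comparison of folds, while the tests of both lists include them.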

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

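The tests on skeletal muscle, on RNA degradation and on the osteoclast list below were chosen only after the results had been seen, while the splits of the arrays were planned.

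The interaction of age and fixation, a difference between groups, stood out for 7 gene lists. For 4 of them the median interaction was -0.23 for hypoxia (adjusted p = 0.00442 from camera), 0.55 for smooth muscle (0.0291), 0.41 for fibroblasts (0.00262) and 0.45 for adipocytes (0.00287), and none was called with an estimated correlation (adjusted p = 0.869, 0.869, 0.869 and 0.535) or with fry. Among pre-selected probe sets 381 showed an interaction, while other splits of the same arrays reached 967 and 41 of 100 splits gave as many, so chance cannot be excluded. The same holds for the pre-selected probe sets (1175, highest other 1637, 15 of 100) and the union of the pairs (3391, highest other 4370, 27 of 100). For the interaction calls the splits decide nothing, since with a real count of 0 all 100 of 100 gave as many (highest other 3). An interaction of age and fixation stays open as the biology named by the design.

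The skeletal muscle list had an interaction of -1.50 and was higher in YR than in OR. The call was lost with an estimated correlation (adjusted p = 0.495 for YR against OR and 0.869 for the interaction). The values go against degraded RNA in YSR array 1 and OR array 1, but their spread is too wide to exclude it. Both arrays had the highest muscle mean of their own group (4.06 against 2.50 and 2.25, and 2.94 against -0.90 and 1.51). The list mean differed between YR and OR by 2.20 (95% confidence interval -1.04 to 5.44, linear model on array means) over all arrays and by 3.08 (-0.704 to 6.86) without both, and only OR array 1 belongs to this pair. Different amounts of torn muscle in the pools may explain it, but the estimated correlation of 0.75 between its members within groups cannot decide, because its bound was set when that value had been seen. The exact permutation p of the list mean was 0.193 for 6 old against 6 young arrays (old minus young -1.39), while camera gave an adjusted p of 1.93e-05 for age (0.483 with an estimated correlation). An effect of age on muscle in the hematoma stays open, since these tests do not separate it from the amount of muscle collected.

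The osteoclast list had an interaction of 0.39 and the macrophage list one of -0.21, and osteoclast genes were highest in OR. For the osteoclast list, degraded RNA in YSR array 1 and OR array 1 is argued against. The list mean differed between YR and OR by -0.81 over all arrays (95% confidence interval -1.23 to -0.381, linear model on array means). Without both arrays it differed by -0.92 (-1.44 to -0.403). A wider effect of RNA quality stays open, because this fit cannot test it. The Gapdh 3' to 5' ratio was 1.02 to 1.59 (log2) in YR, against 0.43 and 0.46 in OR arrays 2 and 3. A lower share of muscle in old rats would raise all other cell types alike, yet the osteoclast list rose against the macrophage list in old rats (difference 0.97, 6 against 6 arrays, exact permutation p = 0.00216). More osteoclasts, or more active ones, in old rats may explain this, a hypothesis found and tested on the same arrays. The osteoclast list shares 2 members with other lists. Neutrophil and erythroid lists also rose with age (adjusted p = 3.5e-06 and 9.56e-05 from camera, neither called with an estimated correlation). Other cells as a source were therefore not separated. The calls of the osteoclast and macrophage lists were lost with an estimated correlation. Whether fixation changes the osteoclast list at each age was not settled.

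For the age effect 2 probe sets were called, and 2 of 100 splits of the arrays, the real one and 1 other, gave as many (highest other 2). This is under the 5 of 100 set in advance and argues against chance, though 1 of the 2 calls, Stab1, was kept in only 5 of 19 alternatives. The age difference of Stab1 stayed between -0.801 and -0.666 in these alternatives, while its adjusted p crossed the threshold. For the fixation effect 0 were called, so that 100 of 100 splits gave as many and decide nothing. The highest other split had 67, for a cause that was not tested. The pairs of groups allow only 10 splits, too few to judge chance. For adjusted calls, the real count, the highest other split and the number of splits with as many were 0, 0 and 10 in YSR against YR, 0, 30 and 10 in OSR against OR, 1, 1 and 2 in YSR against OSR, 1, 0 and 1 in YR against OR, 0, 1 and 10 in YSR against OR, and 1, 0 and 1 in OSR against YR. The cause of the 30 calls in a split of OSR and OR was not tested. At the paper's thresholds these were 789, 1021 and 6 in YSR against YR, 741, 1203 and 6 in OSR against OR, 718, 1128 and 7 in YSR against OSR, 1237, 1092 and 1 in YR against OR, 1237, 1456 and 4 in YSR against OR, and 873, 958 and 3 in OSR against YR.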

How the results depend on the processing

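Of the alternatives below, only the one without the 2 arrays of highest Gapdh 3' to 5' ratio was chosen after the results had been seen. Results were recomputed in 922 combinations of result and setting, 47 of them as reported. Among the others 730 counted as the same, 90 moved, 48 became weaker, 3 stronger and 4 reversed. For single probe sets, the same meant that direction and side of the threshold were kept. Counts and correlations of effects have neither, and for them it meant a value near the one reported. The interaction calls stayed at 0 in all 19 alternatives. The age call of Cyp26b1 was kept in 18 of 19 (adjusted p from 0.0021 to 0.0903, lost with the methods' test), Stab1 in YR against OR in 12 (0.00151 to 0.272), Angptl4 in 9 (0.00824 to 0.559), Stab1 by age in 5 (0.00951 to 0.263) and Cyp26b1 in YSR against OSR in 3 (0.0224 to 0.958). The log2 differences themselves moved little. In the same order they ranged from 1.51 to 1.67, 1.24 to 1.33, 1.07 to 1.23, -0.801 to -0.666 and -1.82 to -1.62. For every value listed from here on, the cause was not tested unless fewer arrays or probe sets entered by construction. With quantile normalization, YSR against OSR gave 0 calls and YSR against OR 2. With dim probe sets left out, YSR against OR gave 2 calls, and the counts at the paper's thresholds were 53 in YSR against YR, 93 in OSR against OR, 84 in YSR against OSR, 313 in YR against OR, 396 in YSR against OR and 121 in OSR against YR. The union then held 641 and the pre-selection 381 probe sets, 71 of them with an interaction, and the correlation of age effects at both fixations was 0.376. With no intensity trend, YSR against OSR, YR against OR and OSR against YR gave 0 calls and age 4. With the replicate block, YSR against OSR gave 0, OSR against YR 2 and age 1. With only the arrays of the pair, YSR against OSR gave 0, YR against OR 14, YSR against OR 1 and OSR against YR 2, and this setting gives no value for age, fixation or the interaction. With the methods' test, YSR against OSR, YR against OR, OSR against YR and age gave 0, and the thresholds gave 514 in YSR against YR, 475 in OSR against OR, 458 in YSR against OSR, 784 in YR against OR and 732 in YSR against OR. Without the 2 arrays, YSR against YR gave 27 calls, YSR against OSR 0, YR against OR 0, OSR against YR 32, age 1 and fixation 3.

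Leaving out 1 array at a time gave 0 calls in YSR against YR, 0 to 1 in OSR against OR (1 without OSR 3), 0 to 1 in YSR against OSR (1 without YR 1), 0 to 4 in YR against OR (4 without OSR 3, 0 without YR 1, YR 3, OR 1 or OR 3), 0 to 13 in YSR against OR (13 without OSR 3), 0 to 3 in OSR against YR (3 without YSR 1), 1 to 80 for age (80 without OSR 3) and 0 to 1 for fixation (1 without YSR 1). At the paper's thresholds it gave 751 to 1024 in YSR against YR, 658 to 1067 in OSR against OR, 646 to 1232 in YSR against OSR (1232 without YSR 3), 1111 to 1456 in YR against OR, 1132 to 1645 in YSR against OR and 744 to 1043 in OSR against YR, with a union of 3254 to 3903, a pre-selection of 1024 to 1403 and 303 to 528 interactions in it. The difference between YSR and YR ranged from -0.0145 (without YR 3) to 0.718 for the dimmer Mmp9 probe set and from -0.819 to 0.47 for Mmp13, which was 0.47 without YSR 2, 0.209 without YR 2 and 0.23 with the methods' test. Between YR and OR, the dimmer Mmp9 probe set ranged from -3.63 to -2.90 and the brighter from -4.11 to -3.16, and between YSR and OR the dimmer ranged from -3.12 to -2.69. The interaction of Mmp13 (1.14) ranged from 0.62 without YR 1 to 1.91 without YSR 2, and those of Mmp9 from 1.67 to 2.84 for the dimmer and from 1.97 to 2.98 for the brighter probe set, all without a call. Between YSR and OSR, Mmp13 ranged from -2.14 to -0.587, the dimmer Mmp9 probe set from -1.49 to -0.323 and the brighter from -1.52 to -0.655. Past the threshold came the brighter one without YR 2 (-4.11, adjusted p = 0.0406, range over alternatives 0.0406 to 0.491) and the dimmer without OSR 1 in YR against OR (0.0249, range 0.0249 to 0.471) and in YSR against OR (0.0257, range 0.0257 to 0.396).

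Of 196 tests of gene lists, 72 were called with camera, 57 to 80 when 1 array was left out, 0 with an estimated correlation and 8 with fry. The skeletal muscle list in YSR against OSR turned and passed without OSR 1 (adjusted p from 0.392 to 0.000205). The interferon list turned and passed for the interaction without OR 1 (0.788 to 0.0435) and without the 2 arrays (0.0066), and turned in OSR against OR without OR 3 (0.0281 to 0.987). Signal over background limits dim probe sets, which made up 2387 of the 3391 in the union.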

Differences from the paper's values

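No test reported here was chosen after the result was seen, apart from the setting without the 2 arrays of highest Gapdh 3' to 5' ratio, which is not compared here. All counts are at the paper's thresholds, an unadjusted p under 0.05 and a linear fold above 2, with a different summary of the probe signals and a moderated test.

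The paper's number of genes in at least 1 pair is 1103 and the number here was 3391. The paper pre-selected 521 and 1175 were selected here, and its interaction list holds 144 against 381 here. For the pairs the paper's counts and those here were 131 and 789 in YSR against YR, 141 and 741 in OSR against OR, 145 and 718 in YSR against OSR, 405 and 1237 in YR against OR, 458 and 1237 in YSR against OR, and 244 and 873 in OSR against YR. The paper's 405 is from the copy of Table S6, which differs from the total of Figure 2. Of the alternatives set before the data were examined, leaving out dim probe sets brought 3 counts within 1.5 times the paper's, 381 for the pre-selection, 396 for YSR against OR and 313 for YR against OR. No other alternative did so for any of these counts, and none did for the union, the interaction or the 4 remaining pairs. The total of 31099 probe sets was the same.

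Of the 102 linear folds compared from Tables 2 and 3, 8 are 1.0 in the paper and were not compared for sign. Of the other 94, 80 had the same sign here and 14 the opposite one. A fold counted as different if its sign was opposite or if it lay, on the log2 scale, more than the larger SD of the 2 groups from the paper's, which held for 24 folds of 8 genes. Of these, 6 of Lepr and 3 of Akr1c1, with 4 of the 14 opposite signs, come from signals too weak to read a direction (highest group mean of 2.45 and 2.56 on the log2 scale). Pdpn and Tgfb2 are named as in the paper. All folds of Mmp9 and Mmp13 lay within the error as reported, but some alternatives moved a fold outside it. Those that kept all arrays are given first. For the dimmer Mmp9 probe set in YSR against OR (-10.1 in the paper) these were quantile normalization (-7.38) and the pseudocount of 16 (-7.17). This Mmp9 fold was also outside the error without YSR 1, at a log2 difference of -2.69. For Mmp13 in YSR against YR (-1.1 in the paper) it was the methods' test (1.17). The sign of this Mmp13 fold also turned without YSR 2 and without YR 2. Other Mmp13 folds left the error when a single array was left out. Examples are YSR against OSR without YSR 3 (log2 difference -2.14) and OSR against OR without OSR 3 (log2 difference -1.13). Of the 24, 12 differed in each of 15 alternatives, namely with quantile normalization, with the pseudocount of 16, with the methods' test and without each array. Leaving out dim probe sets, the replicate block and the model without an intensity trend do not alter group means.

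The paper's folds are given before those found here. No alternative closed the difference for Cxcl3 in YSR against YR (-3.0 and -1.94) and OSR against YR (-3.6 and -1.96), or for Pdpn in YSR against YR (-1.2 and 1.10), YSR against OSR (1.2 and -1.09) and OSR against YR (-1.4 and 1.20). The same holds for Lepr in OSR against OR (-3.8 and 2.35) and YSR against OR (-3.8 and 1.58), and for Slit2 in YSR against OSR (-1.1 and 2.66) and OSR against YR (1.4 and -2.04). It also holds for Akr1c1 in YSR against YR (1.9 and -1.17), Tgfb2 in YSR against OSR (-2.7 and -1.44) and the probe set named serum response factor in OSR against YR (-1.1 and 2.34).

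For 12 folds some alternative fell within the paper's value and all others of the 15 did not. The pseudocount of 16 did so for Lepr in YSR against YR (1.0 and 2.01) and OSR against YR (1.0 and 2.98). For Slit2 in OSR against OR (-1.9 and -5.33) it was the pseudocount or leaving out OSR 3, and for Lepr in YSR against OSR (1.0 and -1.49) the pseudocount or leaving out YSR 1, YSR 3 or OSR 1. The methods' test closed it for Col18a1 in YSR against YR (1.1 and -1.02), as did leaving out YSR 3 or YR 3, and for Tgfb2 in YSR against YR (-1.4 and 1.05), as did leaving out YSR 2 or YR 2. Quantile normalization, or leaving out OR 2 or OR 3, closed it for Pdpn in YR against OR (2.8 and 1.75). Leaving out a single array closed it for Tgfb2 in OSR against OR (1.5 and -1.09, OR 2) and for serum response factor in YR against OR (2.1 and -1.41, YR 1). It did so for Akr1c1 in YSR against OSR (1.9 and -1.01, YSR 2, OSR 1 or OSR 2) and in YR against OR (-3.2 and -1.58, YR 2 or OR 2), and for Lepr in YR against OR (-3.8 and -1.27, YR 2, OR 1 or OR 2).

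Figure 2 of the paper shows more genes lower than higher in YSR against YR, whereas here 509 were higher and 280 lower. These 789 probe sets were fewer than the 848 to 906 of the simulated data without group differences, so their direction carries little weight. Of the 131 genes that the paper lists for this pair (58 higher and 73 lower), chosen on the same arrays, 110 had the same sign here. In the other 5 pairs the larger direction was the same as in the paper, as in YR against OR with 397 higher and 840 lower. The paper states an interaction for Mmp9 and Mmp13 on these arrays. Here it was 2.16 and 2.36 for Mmp9 and 1.14 for Mmp13, with an adjusted p of 0.99 each from limma, and at an unadjusted level the p was 0.011 and 0.00752 for Mmp9 and 0.241 for Mmp13.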

Other observations

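All tests below were planned. Inhba and Grem1, an activin subunit and an antagonist of bone morphogenetic proteins, leaned towards old rats by 2.15 and 2.45 (adjusted p = 0.0909 and 0.0954 from limma), as did Wnt5a, a ligand of Wnt signalling, by 1.56 (adjusted p = 0.207). Their list of 33 genes of BMP, TGF-beta and Wnt signalling was higher in old rats, with 29 of 33 genes higher (median 0.44, adjusted p = 2.67e-06 from camera, 0.137 with an estimated correlation and 0.021 with fry). It was also lower in YR than in OR (median -0.54, adjusted p = 0.000874, and 0.279 with an estimated correlation). The list shares 3 genes with other lists and holds 2 of the paper's tables. Genes of smooth muscle, endothelium and fibroblasts were higher in old rats as well (adjusted p = 5.69e-08, 3.5e-06 and 0.000292 from camera, none called with an estimated correlation), so that cell content was not separated from signalling.

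Genes of neutrophils, platelets and mast cells were also higher in old rats averaged over fixation, and those of monocytes and macrophages were lower (median -0.38, adjusted p = 2.3e-05 from camera, and 0.317 with an estimated correlation). S100a8 and S100a9, calcium-binding proteins of neutrophils, leaned that way by 1.68 and 1.45 (adjusted p = 0.257 and 0.241 from limma). The neutrophil list had a median of 1.45 (adjusted p = 3.5e-06 from camera, 0.354 with an estimated correlation), the platelet list 1.04 (5.02e-06, and 0.337) with 12 of 12 genes higher, and the mast cell list 0.82 (9.46e-06, and 0.137) with 13 of 13 higher. Erythroid cells (0.76, adjusted p = 9.56e-05, and 0.389) and T and NK cells (0.29, adjusted p = 0.012, and 0.416) leaned the same way, and B cells did not pass (0.29, adjusted p = 0.1). The paper does not report these lists. YR array 2 stood apart from YR arrays 1 and 3 in several of them, towards the values of old rats. Its list mean was -1.02 against -2.54 and -2.86 for mast cells, and 0.31 against -0.61 and -0.39 for T and NK cells. For neutrophils it was 3.45 against 1.04 and 1.21, and for platelets 3.35 against 1.65 and 1.75.

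Between rigid and semi-rigid fixation averaged over age, 8 lists were called with camera and 0 with an estimated correlation. Among them interferon response was higher with rigid fixation (median 0.26, 20 of 23 genes, adjusted p = 0.000849, and 0.739 with an estimated correlation) and macrophages lower (median -0.25, 18 of 22 genes, adjusted p = 0.000849, and 0.739).

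Between YR and OR, cell proliferation was lower in YR (median -0.28, 28 of 29 genes, adjusted p = 0.000143 from camera, and 0.515 with an estimated correlation). Inflammatory mediators (-0.16, adjusted p = 0.416), interferon response (-0.12, adjusted p = 0.907), senescence-associated genes (-0.14, adjusted p = 0.328) and immediate early genes (-0.04, adjusted p = 0.448) did not pass. Eef1a1, a gene of steady expression, differed by -0.12 (adjusted p = 0.897 from limma).

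Across all probe sets, the effect of fixation in young rats had a correlation of 0.00857 with that in old rats, and the effect of age under semi-rigid fixation one of 0.0915 with that under rigid fixation. With dim probe sets left out these were 0.0725 and 0.376.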
